# Polycomb Factor PHF19 Controls Cell Growth and Differentiation Toward Erythroid Pathway in Chronic Myeloid Leukemia Cells

**DOI:** 10.3389/fcell.2021.655201

**Published:** 2021-04-29

**Authors:** Marc García-Montolio, Cecilia Ballaré, Enrique Blanco, Arantxa Gutiérrez, Sergi Aranda, Antonio Gómez, Chung H. Kok, David T. Yeung, Timothy P. Hughes, Pedro Vizán, Luciano Di Croce

**Keywords:** chronic myeloid leukemia, polycomb, PHF19, epigenetics, erythroid differentiation

## Abstract

Polycomb group (PcG) of proteins are a group of highly conserved epigenetic regulators involved in many biological functions, such as embryonic development, cell proliferation, and adult stem cell determination. PHD finger protein 19 (PHF19) is an associated factor of Polycomb repressor complex 2 (PRC2), often upregulated in human cancers. In particular, myeloid leukemia cell lines show increased levels of PHF19, yet little is known about its function. Here, we have characterized the role of PHF19 in myeloid leukemia cells. We demonstrated that PHF19 depletion decreases cell proliferation and promotes chronic myeloid leukemia (CML) differentiation. Mechanistically, we have shown how PHF19 regulates the proliferation of CML through a direct regulation of the cell cycle inhibitor p21. Furthermore, we observed that MTF2, a PHF19 homolog, partially compensates for PHF19 depletion in a subset of target genes, instructing specific erythroid differentiation. Taken together, our results show that PHF19 is a key transcriptional regulator for cell fate determination and could be a potential therapeutic target for myeloid leukemia treatment.

## Introduction

Cell fate decisions rely on the precise control of specific transcription programs, which are governed by multiple layers of regulation. Among them, the epigenetic status of genes and their regulatory regions are paramount, not only because of their direct impact on expression but also for its reversible nature that allows a progressive fine-tuning control of expression along differentiation. The Polycomb group of proteins is one of the most important players in epigenetic regulation. They form multimeric complexes in the nucleus that associate with and modify the chromatin landscape. The Polycomb repressor complex 2 (PRC2) catalyzes the trimethylation of lysine 27 on the histone H3 N-terminal tail (H3K27me3), which is associated with chromatin compaction and gene repression (Schuettengruber et al., 2017). Apart from the PRC2 core components (EZH2, SUZ12, and EED), several sub-stoichiometric accessory factors have been described to regulate PRC2 genomic localization and function (Vizan et al., 2015; Laugesen et al., 2019). We and others have previously characterized the role of PHF19 (a mammalian homolog of the *Drosophila melanogaster* Polycomb-like, PCL) in embryonic stem cells (Ballare et al., 2012; Brien et al., 2012; Hunkapiller et al., 2012) and, more recently, in the hematopoietic system (Vizan et al., 2020). In both cases, in normal conditions, *PHF19* expression is reduced during differentiation, indicating its potential role in maintaining stem/progenitor characteristics.

Cancer could be considered as a failure to achieve or maintain unambiguous differentiated cell fates. Leukemia is the generic name given to several types of cancers, characterized for the accumulation of undifferentiated cells called blasts, either in the blood system, in the bone marrow, or in the lymph nodes (Islam, 1992). Myeloid leukemias are a group of leukemias where the cancerous cells derive from the myeloid precursors, which in normal conditions give rise to erythrocytes, platelets, monocytes, or granulocytes. Chronic myeloid leukemia (CML) is a clonal disorder of the hematopoietic system that accounts for 15% of the newly diagnosed leukemias in adults (Jabbour and Kantarjian, 2020) and is characterized by the unregulated growth of non-functional erythroid cells and platelets in the peripheral blood, as well as marked myeloid hyperplasia in the bone marrow (Sawyers, 1999). CML was the first type of leukemia associated with a chromosomal translocation: the Philadelphia chromosome [t(9;22) (q34;q11.2)]. This translocation results in a fusion protein called BCR-ABL, which generates an anomalous tyrosine kinase activity that not only leads to the speeding of cell division but also promotes genomic instability, making the cell more susceptible to accumulate extra genetic mutations (Hehlmann et al., 2007). The specific tyrosine kinase inhibitor imatinib is nowadays the most common treatment in CML. However, almost 30% of patients develop resistance to imatinib (Kok et al., 2019). In this context, new treatments are required, and epigenetic factors have lately gained attention (Machova Polakova et al., 2013).

In the last few years, several reports have addressed the role of PHF19 in different types of cancers, including melanoma (Ghislin et al., 2012), prostate (Jain et al., 2020), glioblastoma (Deng et al., 2018), and also hematopoietic malignancies of the lymphoid branch, such as multiple myeloma (Ren et al., 2019; Mason et al., 2020), as well as its specific role in preventing T cell exhaustion (Ji et al., 2019). However, its role in myeloid leukemias has not been elucidated. Interestingly, from those reports, it is becoming clear that, although PHF19 could be considered as an enhancer of cell proliferation, the consequences of its depletion could be hazardous since it would lead to the generation of slow-growing undifferentiated cells that ultimately may increase the malignant properties of tumoral cells (Ghislin et al., 2012; Jain et al., 2020). Therefore, the role of PHF19 in myeloid leukemias, which are a clear example of the accumulation of undifferentiated progenitors, needs to be further investigated. In this study, we demonstrated not only the antiproliferative effects of targeting PHF19 in myeloid leukemias but also how its reduction leads to specific differentiation of CML cells toward the erythroid pathway.

## Results

### PHF19 Expression Regulates Chronic Myeloid Leukemia Performance

Three human myeloid-related leukemia cell lines (one of chronic myeloid leukemia origin: K562; two from acute promyelocytic leukemia: HL60 and NB4) were depleted for the long isoform of *PHF19* using two different short hairpin RNAs (shRNA) (Figure 1A, inner panels). In all cellular models, we observed a decrease in cell growth (Figure 1A), which was not due to an increase in apoptosis induction (Figure 1B). K562 was the most affected cell line, particularly when using sh*PHF19*#2. Of note is that K562 cell growth reduction upon EZH2 depletion using shRNAs has been reported, but accompanied by an increased apoptotic rate (Xie et al., 2016; Liu et al., 2017). Hence, we decided to profile the cell cycle by propidium iodide staining. Interestingly, a shortening in the S phase could be detected, together with an enrichment in both the G1 and G2/M phases upon *PHF19* depletion (Figure 1C and Supplementary Figure 1A): G1 increase from 36.8 ± 5.6% to 52.9 ± 4.9% and G2/M from 7.3 ± 1.5% to 12.5 ± 2.4%. This slow cell growth was confirmed by a reduction in the incorporation of the synthetic nucleoside BrdU (Figure 1D and Supplementary Figure 1B).

**FIGURE 1:**
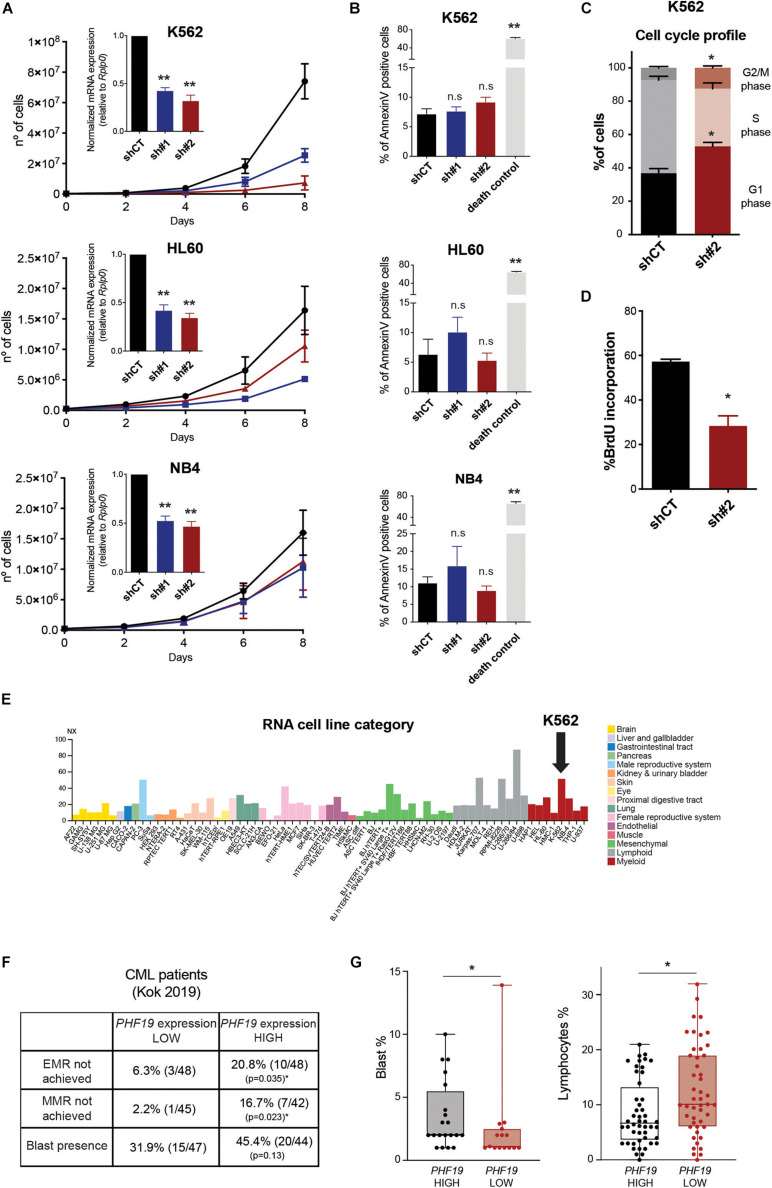
**(A)** Accumulative growth curve of cells infected with an empty short hairpin RNA (shRNA, *shCT*) and two shRNAs against *PHF19* (*sh#1* and *sh#2*). The *X*-axis shows the days after puromycin selection (see section “Materials and Methods”). *Inner panels*: levels of *PHF19* expression measured by qPCR relative to the housekeeping gene *Rplp0* and normalized by shCT expression 2 days after selection. Mean (*n* > 3 for all cases) + SEM. **(B)** Apoptosis assessed by the percentage of annexin V-positive cells in shCT-, sh# 1-, and sh#2-infected cells. Cell death control: non-infected cells under puromycin selection for 3 days. Mean (*n* = 2) + SEM. **(C)** Percentage of cells in the G1, S, and G2/M phases after propidium iodide (PI) staining 4 days after selection. Mean (*n* = 4) + SEM. **(D)** Percentage of BrdU-positive cells in shCT- and sh#2-infected K562 cells 4 days after selection. Mean (*n* = 3) + SEM. **(E)** Expression levels of *PHF19* in a panel of cell lines obtained from the Protein Atlas Database (cited in the main text). **(F)** Percentage and absolute number of patients that did not achieve EMR (early molecular response) or MMR (multiple molecular response) and presented blasts at peripheral blood samples, grouped by *PHF19* levels. **(G)** Boxplots and individual values of the percentage of blasts in patients where they could be detected (*left panel*) and percentage of lymphocytes (*right panel*) in peripheral blood samples. *⁢p<0.05;p**<0.01.

Among the human cancer cell lines reported in the Protein Atlas Database (Figure 1E; Uhlen et al., 2017)^1^, myeloid malignancies showed a high level of expression for *PHF19*, with K562 falling into the top three among all cell lines analyzed. We then wondered whether PHF19 plays a significant role in CML. Thus, we analyzed the expression data from blood samples in a cohort of almost 100 CML patients who were followed after imatinib treatment (Kok et al., 2019). When segregated by *PHF19* expression (50% highest vs. 50% lowest expressing patients), a differential response to treatment was observed: a high expression of *PHF19* correlated with poorer clinical outcomes (Figure 1F), i.e., a higher proportion of the patients with high *PHF19* expression failed to achieve early molecular response (EMR) or multiple molecular response (MMR) after the treatment. Although not statistically significant, the presence of blasts was also proportionately increased in the *PHF19* high group of patients. Moreover, when the percentage of blasts for positive samples was examined, it was significantly greater in the *PHF19* high fraction, which was also accompanied with a decrease in the percentage of total lymphocytes in the blood taking into account the whole cohort (Figure 1G). In this regard, the combination of PHF19 depletion in K562 cells with a lower concentration of imatinib causes a similar effect on cell growth (Supplementary Figure 1C). Taken together, these results pointed to a specific role of PHF19 in CML.

### *PHF19* Expression Controls the Differentiation Transcription Program Toward Erythroid

To further characterize the role of PHF19 in K562 cells, we performed transcriptomic analysis after RNA isolation and massive sequencing (RNA-seq) in control cells and upon *PHF19* depletion. Both the shRNAs applied in Figure 1A were used for two independent replicates, and the expression differences were ranked using DESeq2 (Love et al., 2014) for gene set enrichment analysis (GSEA) (Subramanian et al., 2005). 

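RNA from K562 cells, a line derived from a patient with CML in blast crisis, was sequenced in 6 libraries, with 2 libraries each for the empty vector (shCT), sh#1 and sh#2. PHF19, the depleted gene, had a log2 fold change of -0.53 (standard error 0.22, p = 0.0161, adjusted p = 0.544) in the authors' deposited table of both shRNAs against shCT. This is a single value for the gene, so it does not measure the long isoform alone. The paper states that the long isoform was depleted, and measured PHF19 by qPCR and Western blot. Each hairpin site lies in 3 of 8 coding PHF19 transcripts. In the comparison of both shRNAs with shCT, 33 genes were higher and 6 were lower at an adjusted p under 0.05 (the authors' deposited table). At an unadjusted p under 0.05, the authors' deposited table held 765 higher and 389 lower genes. Among the largest increases there were RSAD2, an interferon-induced antiviral enzyme, with a log2 fold change of 2.44 (standard error 0.49, adjusted p = 0.00207), and LRP1, an endocytic receptor, with 2.01 (standard error 0.37, adjusted p = 0.000486), both from the authors' deposited table. ABAT, a GABA transaminase, TSPAN33, a tetraspanin, and MYO3B, a myosin, rose by log2 fold changes of 2.31, 2.09 and 2.00 (standard errors 0.57, 0.48 and 0.45) in the authors' deposited table. CYP3A5, a drug-metabolizing cytochrome P450, had the highest Wald statistic and a log2 fold change of 1.89 (standard error 0.31, adjusted p = 2.14e-05) in the authors' deposited table. ARAP3, a regulator of small GTPases, had -1.25 (standard error 0.30, adjusted p = 0.0243) in the authors' deposited table. The lowest statistic there was that of DIRAS1, a small GTPase of the Ras family, with a log2 fold change of -1.05 (standard error 0.22, adjusted p = 0.00506, the authors' deposited table).

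The authors aligned the reads to hg19 with TopHat and compared the groups with DESeq2, and the values used here are the log2 fold changes, Wald statistics and p-values of that comparison. The table gives 27348 genes. No values per library were used here. The depth of each library and the spread between the replicates are therefore not known beyond the standard errors. The median standard error was 0.27 on the log2 scale among genes with a mean normalized count of at least 10. The ranking by the Wald statistic was then tested with 23 gene lists over the 14680 genes with a mean normalized count of at least 10. Each list was compared with the other genes by limma's cameraPR with an inter-gene correlation of 0.01, with a two-sided test, and p was adjusted over the lists by Benjamini-Hochberg.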

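Genes of the red cell membrane and surface were higher in the PHF19-depleted cells, with 28 of the 38 tested higher and 10 lower (adjusted p = 0.00172 by cameraPR). None of the 38 passed the authors' adjusted p over all genes in the authors' deposited table, while 5 were higher and 1 lower when adjusted over the list alone (8 and 1 at an unadjusted p under 0.05). Among those higher were GYPB, which encodes a red cell surface glycoprotein, KEL, which encodes the Kell blood group protein, and ERMAP, an erythroid membrane protein. GYPB had a log2 fold change of 1.13 (standard error 0.35) and ERMAP one of 0.84 (standard error 0.29) in the authors' deposited table. Of 17 genes of heme biosynthesis, 12 were higher and 5 lower (adjusted p = 0.0527 by cameraPR). ALAD, the enzyme that makes porphobilinogen, was higher when adjusted over the list alone, and no member passed over all genes (2 higher and 0 lower at an unadjusted p under 0.05). In the authors' deposited table ALAD had a log2 fold change of 0.64 (standard error 0.20), and ALAS2, the erythroid enzyme of the initial step, one of 0.92 (standard error 0.34, adjusted p = 0.404 from DESeq2).

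The heme list passed the threshold by preranked enrichment with fgsea (adjusted p = 0.0175), at a mean normalized count of at least 100 (0.0128), with an inter-gene correlation of 0 (0.0333) and against random lists matched on mean expression (adjusted p = 0.00092, from the smallest p that 10000 lists can give), and missed it by log2 fold change (0.353), with no filter on low counts (0.0676) and with a correlation of 0.05 (0.166). The inter-gene correlation was preset, and an estimated correlation could not be obtained without values per library.

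**Figure D1:**
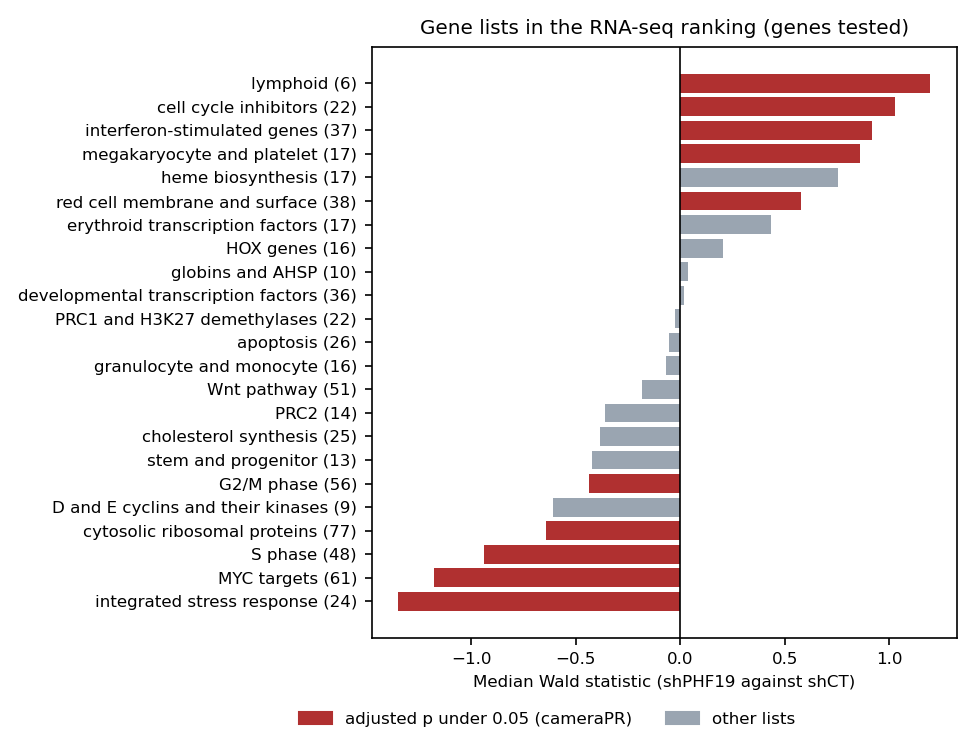
Median Wald statistic of each of the 23 gene lists in the comparison of both shRNAs with shCT, with the number of genes tested in brackets. Bars in red are lists with an adjusted p under 0.05 by cameraPR, and the red cell membrane list (38 genes) lies above 0.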

Unbiased GSEA pre-ranked analysis using hallmark signatures (Liberzon et al., 2015) rendered *Heme metabolism* as the top enriched category in depleted cells (Figure 2A). Interestingly, the K562 cell line could be potentially differentiated toward erythroid cell fate. 

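Of 61 MYC target genes, which mostly serve ribosome production and nucleotide and protein synthesis, 59 were lower and 2 higher in the PHF19-depleted cells (adjusted p = 1.79e-10 by cameraPR, normalized enrichment score -2.96 by fgsea). TCOF1, a nucleolar protein required for ribosomal RNA transcription, fell by 0.89 on the log2 scale (standard error 0.23, adjusted p = 0.0430 from DESeq2) in the authors' deposited table. It was the only one of these genes to pass over all genes, and also the only one when adjusted over the list alone; with p adjusted over every gene of that table it had an adjusted p of 0.0519. Genes of S phase, which encode replication proteins, were lower as a group, with 40 of 48 lower and 8 higher (adjusted p = 2.47e-05 by cameraPR). Of 56 genes of G2/M phase, which act in mitosis, 37 were lower and 19 higher (adjusted p = 0.0402 by cameraPR). No gene of the S and G2/M lists passed over all genes or adjusted over the list alone, with 3 and 2 genes lower and 0 higher at an unadjusted p under 0.05.

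The G2/M call was lost with an inter-gene correlation of 0.05 (adjusted p = 0.255) and against random lists matched on mean expression (adjusted p = 0.903).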

Among the enriched categories in the control cells, we found *Myc targets*, whose decrease has also been clearly documented for erythroid differentiation (Jayapal et al., 2010), and *G2/M checkpoint* (Figure 2A), which correlated with the cell cycle arrest observed in Figures 1A–D.

**FIGURE 2:**
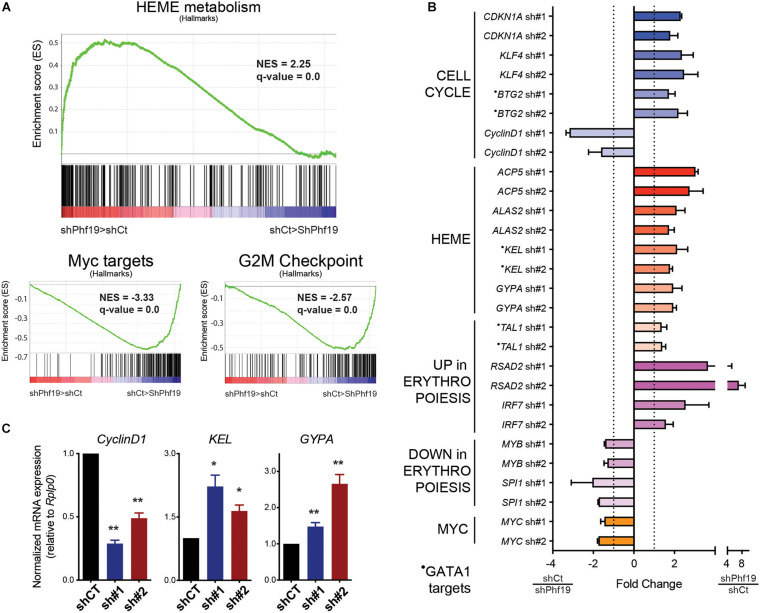
**(A)** Gene set enrichment analysis (GSEA) showing positive enrichment in the *PHF19*-depleted transcriptome for *Heme metabolism* and negative enrichment for *Myc targets* and *G2/M checkpoint* (hallmarks). **(B)** Normalized fold change expression (using reads per kilobase of transcript per million mapped reads, RPKMs) for the two short hairpin RNAs (shRNAs) against PHF19 (sh#1 and sh#2) with respect to cells infected with shCT (empty shRNA) in relevant genes from two independent RNA-seq experiments. Mean + SEM. **(C)** Expression of cyclin D1 (*CCND1*), *KEL*, and *GYPA* in sh#1 and sh#2 K562 cells, measured by qPCR relative to the housekeeping gene *RPLP0* and normalized by shCT expression. Mean (*n* > 3 in all cases) + SEM. *⁢p<0.05;p**<0.01.

We further analyzed our data by selecting the top 300 upregulated and downregulated genes according to DESeq2 ranking and performed Gene Ontology (GO) using the Enrichr web tool (Kuleshov et al., 2016). 

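Cell cycle inhibitors were over-represented among the 300 genes with the highest Wald statistic, with 5 of the 22 tested among them against 0.45 expected by chance (Fisher's exact test, one-sided, adjusted p = 0.00314 over all lists and both directions). These were BTG2 and BTG1, which restrain proliferation, CDKN1A, which encodes the CDK inhibitor p21, KLF4, a transcription factor that slows the cell cycle, and CCNG2, an atypical cyclin of arrested cells. All 5 were higher when adjusted over the list alone, and none passed over all genes (6 higher and 1 lower at an unadjusted p under 0.05). BTG2 had a log2 fold change of 0.97 (standard error 0.27) and KLF4 one of 1.24 (standard error 0.39) in the authors' deposited table. The whole list had 16 genes higher and 6 lower (adjusted p = 0.000779 by cameraPR). Of the red cell membrane list, 5 of 38 genes were among the 300 highest (adjusted p = 0.0229 by the same Fisher's exact test). Of the heme list, 2 of 17 were, namely ALAD and ALAS2 (p = 0.0463, adjusted p = 0.304, Fisher's exact test). The 300 highest genes had an unadjusted p of at most 0.0119, and 33 of them passed the adjusted threshold in the authors' deposited table. The Fisher's tests were chosen after the data were seen.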

Among the categories we found in the upregulated group were *regulation of G1/S transition of mitotic cell cycle* (*GO:2000045*) (GO_Biological_Process, *p* = 0.031), *negative regulation of mitotic cell cycle* (*GO:0045930*) (GO_Biological_Process, *p* = 0.035), *Heme Biosynthesis WP561* (WikiPathways, *p* = 0.0075), *GATA1 CHEA* (ENCODE_and_ChEA Consensus_TFs_from_ChIP-X, *p* = 0.019), and *CD71* + *EarlyErythroid* (Human_Gene_Atlas, *p* = 0.02). Conversely, *MYC ENCODE* (ENCODE_and_ChEA Consensus_TFs_from_ChIP-X, *p* = 0.00000025), and *CD34*^+^ (Human_Gene_Atlas, *p* = 0.00012) were found in the downregulated group. 

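Among the 300 genes with the lowest Wald statistic were 4 of the 61 MYC targets tested, against 1.25 expected by chance (Fisher's exact test, one-sided, p = 0.0359, adjusted p = 0.276). These were TCOF1, MYC itself, and NOLC1 and NCL, both nucleolar proteins. Of 13 stem and progenitor genes, 8 were lower and 5 higher (adjusted p = 0.192 by cameraPR), with none called over all genes or adjusted over the list alone and 1 lower at an unadjusted p under 0.05. IKZF1, a lymphoid and progenitor transcription factor, was the only one of these 13 among the 300 lowest. Of the granulocyte and monocyte genes, 3 of 16 were among the 300 lowest (adjusted p = 0.0596 by the same Fisher's exact test), namely FCGR2A, an Fc receptor, SPI1, the myeloid factor PU.1, and CD68, a lysosomal protein of macrophages. In the authors' deposited table, 6 of the 300 lowest genes passed the adjusted threshold, and the group's median log2 fold change was -0.61.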

Examples of the upregulated and downregulated genes are depicted in Figure 2B, and some were validated in independent experiments (Figure 2C). Cell cycle categories were found in the upregulated group of genes, in agreement with the data reported in Figures 1A–D and with the GSEA analysis (Figure 2A). Of note is that GATA1 transcriptional activity is required for erythroid differentiation (Tanimura et al., 2016). 

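MYC, the proto-oncogene on GRCh37 chromosome 8 from 128748477 to 128755197, had a log2 fold change of -0.66 (standard error 0.22, p = 0.0028, adjusted p = 0.282 from DESeq2) in the authors' deposited table. It ranked 33 from the bottom of the 14680 genes tested. GATA1, the erythroid master factor on the X chromosome from 48644998 to 48652718, had a log2 fold change of -0.27 (standard error 0.24, adjusted p = 0.977 from DESeq2) in the authors' deposited table. Of 17 erythroid transcription factors, 10 were higher and 7 lower (adjusted p = 0.568 by cameraPR). SOX6, which promotes terminal erythroid maturation, was the only one higher when adjusted over the list alone, and none passed over all genes (2 higher and 1 lower at an unadjusted p under 0.05). TAL1, a partner of GATA1, had a log2 fold change of 0.46 (standard error 0.23, adjusted p = 0.746 from DESeq2) in the authors' deposited table.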

Contrary to *Myc*, which is directly downregulated upon *PHF19* depletion, *GATA1* expression was not directly affected upon *PHF19* knockdown, but many of its targets were found upregulated, mimicking its effects. 

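The transferrin receptor CD71 is encoded by TFRC, on GRCh37 chromosome 3 from 195776155 to 195808961. TFRC itself had a log2 fold change of -0.65 (standard error 0.20, p = 0.00117, adjusted p = 0.177 from DESeq2) in the authors' deposited table, and was lower when adjusted over the red cell membrane list alone (adjusted p = 0.0126 with the Benjamini-Hochberg method). CD34, the surface protein of progenitors, had a mean normalized count of 0.162 over all libraries and no adjusted p in the authors' deposited table. It lies under the minimum of 10 and was not tested in the lists.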

The complementary upregulation on genes assigned to CD71^+^ cells and the downregulation of CD34^+^, which is a marker of undifferentiated cells (Orfao et al., 2019), are consistent with the role of PHF19 maintenance of undifferentiated cell status (Ballare et al., 2012). 

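ACP5, an acid phosphatase on GRCh37 chromosome 19 from 11685475 to 11688460, rose with a log2 fold change of 1.50 (standard error 0.28, adjusted p = 0.000486 from DESeq2) in the authors' deposited table. It ranked 3 among the 14680 genes tested by the Wald statistic. KEL, on chromosome 7 from 142638201 to 142659450, had a log2 fold change of 0.94 (standard error 0.26, adjusted p = 0.0893 from DESeq2) in the authors' deposited table. IRF7, a factor of the interferon response, had 0.89 (standard error 0.37, adjusted p = 0.543) in the authors' deposited table. For MYB, a factor of immature blood cells, the authors' deposited table gave -0.42 (standard error 0.25, adjusted p = 0.88). SPI1 had -0.89 (standard error 0.40, adjusted p = 0.653), and CCND1, which encodes cyclin D1, had -0.88 (standard error 0.77, adjusted p = 0.976), both in the authors' deposited table. The D and E cyclins and their kinases had 7 of 9 genes lower and 2 higher (adjusted p = 0.392 by cameraPR), with none called over all genes or adjusted over the list alone and 1 lower at an unadjusted p under 0.05.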

Among the upregulated genes, we also noted *Acp5*, whose expression is required for fetal erythroid differentiation (Ying et al., 2014); *Gypa*, which translates in the surface marker CD235a widely used for functional characterization of erythroid commitment (Fajtova et al., 2013; Li et al., 2014); as well as other markers [both upregulated (*Rsad2* and *Irf7*) and downregulated (*Myb* and *SpiI*)] used for erythroid cell determination (Liang et al., 2015). 

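The globins and the megakaryocyte genes, the latter of the other lineage open to K562 cells, were also tested. Of 10 globin genes and AHSP, which stabilizes alpha globin, 7 were higher and 3 lower (adjusted p = 0.589 by cameraPR). Of 17 megakaryocyte and platelet genes, 13 were higher and 4 lower (adjusted p = 0.0402 by cameraPR). No gene of these lists was called over all genes or adjusted over the list alone, and 1 megakaryocyte gene was higher at an unadjusted p under 0.05. The megakaryocyte call was lost with an inter-gene correlation of 0.05 (adjusted p = 0.144) and against random lists matched on mean expression (adjusted p = 0.0598). The paper relates its categories of CD71-positive cells among higher genes and CD34-positive cells among lower genes to a role of PHF19 in undifferentiated cells that it cites from earlier work.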

In sum, transcriptomic profiling indicated that PHF19 plays an important role in K562 cell fate determination.

### PHF19 Regulates p21 Expression in CML

Since PHF19 is an epigenetic factor associated with PRC2, we hypothesize that its chromatin profile could offer valuable clues to understanding its role in regulating cell cycle and differentiation. To determine PHF19 localization on chromatin, we performed chromatin immunoprecipitation followed by massive sequencing (ChIP-seq) in control and *PHF19*-depleted K562 cells, together with IgG as the ChIP control (Figure 3A). 

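The ChIP-seq of K562 cells comprised 6 libraries, 1 for each condition, and 3 peak lists were analysed: PHF19 in shCT cells, MTF2 in shCT cells and MTF2 in sh#2 cells. The PHF19 list held 5621 peaks with a median width of 1625 bp that covered 11.5 Mb. The MTF2 lists held 12502 peaks covering 29.0 Mb in shCT cells and 18287 peaks covering 63.2 Mb in sh#2 cells. The 3 strongest PHF19 peaks lay at the promoters of GJC1, which encodes a gap junction protein, HEY2, a target factor of Notch signaling, and ATF3, a stress-induced transcription factor. The strongest MTF2 peaks with a gene in shCT cells lay at LHX1 and UNCX, homeobox genes of the embryo, and those in sh#2 cells at EFNA2, an ephrin ligand, and BMP6, a bone morphogenetic protein.

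The authors mapped the reads to the human and fly genomes (hg19 and dm3) with Bowtie, keeping unique matches, and called the peaks with MACS. The score of each peak is the authors' and was used to rank or filter peaks within its own list. The lists hold no tag counts and no signal, so the authors' minimum on tags and their spike-in normalization could not be applied, and depth is not known. The heading of the PHF19 list names a further hairpin sample beside the shCT chromatin, so which control the caller used stays open. With 1 library per condition there is no replicate check, and intervals given for shares cover counting error only. A target gene was taken, as in the methods, as one with a peak from 2.5 kb upstream of the TSS to the transcript end, on the transcripts of GENCODE 44 placed on GRCh37.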

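PHF19 peaks in shCT cells lay at promoters, within 2.5 kb of a TSS, in 1748 of 5621 cases, or 31.1% (exact binomial 95% interval 29.9 to 32.3%). Random placement of the same peaks on their chromosomes gave 7.51% on average and 8.56% at most over 100 placements. A further 30.2% of the peaks lay in the rest of a gene and 38.7% between genes. The peaks fell in 2348 target genes, or 9.68% of the 24263 genes placed on the genome. With the 2811 peaks at or above the median score, there were 1401 targets.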

We identified 2,328 PHF19 peaks genome-wide, significantly enriched in the promoter regions (Supplementary Figure 2A), corresponding to 1,297 target genes (Figure 3A). Several target genes (depicted in Supplementary Figure 2B) were further validated by ChIP-quantitative PCR (qPCR) in independent experiments (Figure 3B). 

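Of ATF3, NODAL and FZD3, ATF3 had the widest PHF19 coverage, with 28375 bp under PHF19 peaks in its region on GRCh37 chromosome 1. Its peak from 212777255 to 212784407 covers the TSS and ranked 3 of the 5621 PHF19 peaks by score. NODAL, a TGF-beta family signal of the early embryo on chromosome 10, had 6304 bp under PHF19 peaks. FZD3, a Wnt receptor on chromosome 8, had 4099 bp. In the RNA-seq, ATF3 had a log2 fold change of -0.44 (standard error 0.25, adjusted p = 0.835 from DESeq2) and FZD3 one of 0.15 (standard error 0.46, adjusted p = 0.999) in the authors' deposited table, where NODAL had a mean normalized count of 0.344.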

Then, we defined bona fide PRC2 targets by intersecting EZH2, SUZ12, and H3K27me3 target genes from the K562 ChIP-seq data released by the ENCODE project (Consortium, 2012; Figure 3C, top panel). More than 90% of the PHF19 target genes were shared with PRC2 (Figure 3C, bottom panel), indicating a very low impact of PHF19 outside its canonical function as associated sub-stoichiometric Polycomb factor. We then reasoned that, as part of PRC2, PHF19 may have a general role as a transcriptional repressor. Indeed, the GSEA of the PHF19 gene targets showed significant enrichment in the upregulated genes upon depletion (Figure 3D). 

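PHF19 target genes were shifted upwards in the depleted cells, with 792 of the 1325 tested higher (59.8%) against 47.4% of the other genes. From the authors' deposited table their median log2 fold change was 0.10, and the set was higher than other genes by cameraPR on the authors' Wald statistics (p = 0.00538, normalized enrichment score 1.88 by fgsea). None of 10000 random lists matched on mean expression had as high a median Wald statistic. Of the 33 genes called higher in the authors' deposited table, 12 were PHF19 targets (36.4%, against 9.46% of all tested and placed genes, Fisher's exact test, two-sided, p = 2.63e-05, chosen after the data were seen). They include RSAD2, FBLN2, an extracellular matrix protein, COL15A1, a basement membrane collagen, TSPAN33, a tetraspanin, and NPC2, a cholesterol carrier of lysosomes, of which COL15A1 and NPC2 were chosen after their values were seen. FBLN2 rose with a log2 fold change of 1.63 (standard error 0.32, adjusted p = 0.0016 from DESeq2) in the authors' deposited table. Of the 6 genes called lower there, 2 were PHF19 targets, KIF1A, an axonal kinesin, and SH3PXD2A, a podosome protein.

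The shift missed the threshold among genes with a mean of at least 100 (p = 0.0519) and with an inter-gene correlation of 0.05 (p = 0.199), settings applied to targets after the data were seen. With the 2328 strongest PHF19 peaks, a number taken from the paper after the data were seen, 4 of the 33 were targets (12.1%, against 4.71% of all genes, p = 0.0676 by Fisher's exact test), while 63.1% of those targets were higher (p = 0.000442 by cameraPR). The paper reasons that PHF19, as part of PRC2, may act generally as a transcriptional repressor, and cites for this the enrichment of its targets among upregulated genes (Figure 3D).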

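CDKN1A lies on GRCh37 chromosome 6 from 36646491 to 36655109 on the plus strand, and encodes p21, which arrests the cell cycle in G1. A single PHF19 peak of 5379 bp, from 36643476 to 36648854, covers its TSS and ranked 361 of 5621 by score. Its log2 fold change was 1.01 (standard error 0.28, p = 0.000277, adjusted p = 0.0800 from DESeq2) in the authors' deposited table, and it ranked 51 of the 14680 genes tested. No PHF19 peak was found at BTG2 or KLF4.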

Among those, *CDKN1A* (p21) called our attention and was further validated by ChIP-qPCR around its transcription start site (Figure 3E). Moreover, we observed an increased expression at the RNA and protein levels in the *PHF19* knockdown conditions (Figures 3F,G). We thus wondered whether the PHF19-dependent control of p21 was a consistent mechanism for cell cycle modulation at the bone marrow of CML patients, where most cycling cells are found. Remarkably, using published data (Abraham et al., 2016), we corroborated the anticorrelation between *Cdkn1a* and *PHF19* expressions (Figure 3H).

**FIGURE 3:**
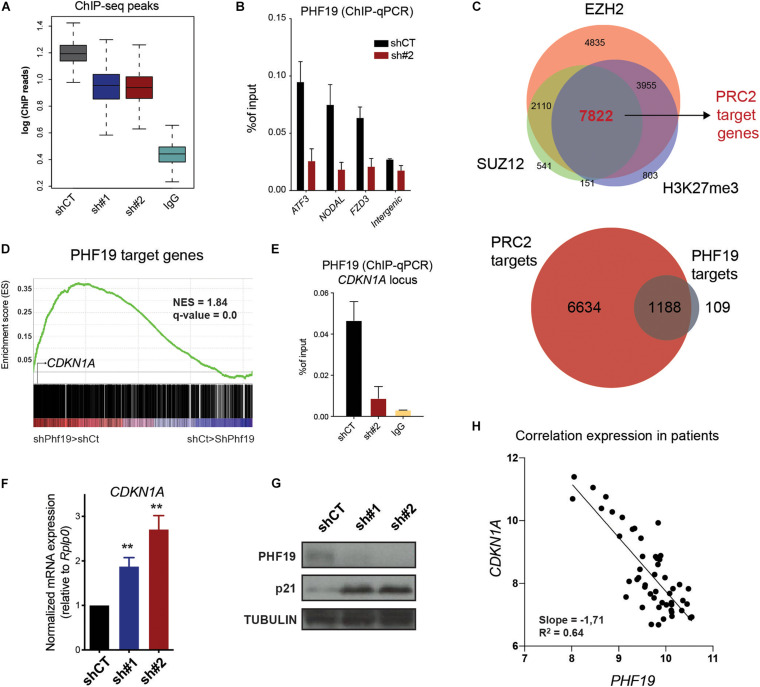
**(A)** Boxplot of the total number of reads in PHF19 chromatin immunoprecipitation sequencing (ChIP-seq) peaks. **(B)** PHF19 ChIP enrichment (with respect to the input) measured by qPCR of several genes and intergenic region as a negative control for the cells infected with an empty short hairpin RNA (shRNA, *shCT*) and a shRNA against PHF19 (sh#2). Mean (*n* > 2) + SEM. **(C)** Venn diagrams showing the intersection between the EZH2, SUZ12, and H3K27me3 target genes (*top*) and between these common targets and PHF19 target genes (*bottom*). **(D)** Gene set enrichment analysis (GSEA) showing positive enrichment in the *PHF19*-depleted transcriptome for the PHF19 target genes. **(E)** PHF19 ChIP enrichment (with respect to the input) measured by qPCR of the *CDKN1A* gene for shCT- and sh#2-infected K562 cells, as well as ChIP using IgG in shCT cells. **(F)** Expression of *CDKN1A* measured in sh#1- and sh#2-infected K562 cells, measured by qPCR relative to the housekeeping gene *RPLP0* and normalized by the expression of shCT-infected cells. Mean (*n* = 8) + SEM. **(G)** Western blot for PHF19 and p21 of shCT-, sh# 1-, and sh#2-infected K562 cells 5 days after selection; TUBULIN is used as a loading control. **(H)** Scatter plot showing the correlation of *PHF19* and *CDKN1A* microarray expression values measured from all bone marrow precursors of chronic myeloid leukemia (CML) patients (cited in the main text). ^∗∗^*p* < 0.01.

### Specific MTF2 Compensation Upon PHF19 Reduction Defines PRC2 Role in K562

Overexpression of p21 may not be sufficient to induce differentiation toward erythroid fate in K562. Recently, the depletion of the PHF19 homolog MTF2 has been linked to erythropoiesis in a knockout mouse model (Rothberg et al., 2018). These two factors may be competing for interaction with the PRC2 core components. Although the *MTF2* levels did not change upon *PHF19* depletion, we wondered whether MTF2 occupancy would be affected by changes in PHF19 expression. Thus, we performed MTF2 ChIP-seq in *PHF19*-depleted cells and found that: (i) most of the PHF19 targets overlapped with the MTF2 targets (Figure 4A, and Supplementary Figure 2C), indicating redundancy not only for the complex formation but also for the same genomic regions; (ii) MTF2 binding was more spread across the genome; and (iii) there was an increase in the number of target genes upon *PHF19* depletion (Figure 4A). 

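MTF2, a PRC2-associated homolog of PHF19 on GRCh37 chromosome 1, had a log2 fold change of -0.01 (standard error 0.19, adjusted p = 0.999 from DESeq2) in the authors' deposited table. The core members of PRC2 had log2 fold changes of -0.16 (standard error 0.22) for EZH2, the methyltransferase, -0.07 (standard error 0.22) for SUZ12 and -0.18 (standard error 0.19) for EED in the authors' deposited table. EZH1, the paralog of EZH2, had 0.59 (standard error 0.20, adjusted p = 0.28 from DESeq2) in the authors' deposited table and was the only member called when adjusted over the list alone, with none called over all genes (2 higher and 2 lower at an unadjusted p under 0.05). PHF1, the remaining Polycomb-like homolog, had 0.47 (standard error 0.19, adjusted p = 0.52) in the authors' deposited table. Over the 14 PRC2 genes tested, 4 were higher and 10 lower (adjusted p = 0.718 by cameraPR), with a negative median and mean and a positive enrichment score of 0.843 by fgsea.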

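PHF19 target genes were mostly MTF2 targets too: of 2348, 1520 (64.7%) were targets of MTF2 in shCT cells, 1666 in sh#2 cells and 1710 (72.8%) in either. Single PHF19 peaks overlapped an MTF2 peak by at least 1 bp in 47.5% of cases in shCT cells (exact binomial 95% interval 46.2 to 48.8%), against 2.21% for random placements, and in 57.5% in sh#2 cells, against 3.93%. The share with either MTF2 peak was 42.5% in the weakest quintile of PHF19 peaks by score and 89.0% in the strongest. MTF2 had 3139 targets in shCT and 4228 in sh#2 cells, a ratio of 1.35, with 2933 shared, 1295 in sh#2 alone and 206 in shCT alone. Of the shCT MTF2 peaks, 83.2% were found in sh#2 cells, and 46.9% of the sh#2 peaks were found in shCT cells. The 9702 peaks found in sh#2 alone had a PHF19 peak in 6.22% of cases, against 26.8% of the shared sh#2 peaks.

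With the same number of MTF2 peaks from each library, taken by score, sh#2 cells had 3604 targets, a ratio of 1.15, in a comparison chosen after the data were seen. The difference between the conditions rests on 1 library each.

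**Figure D2:**
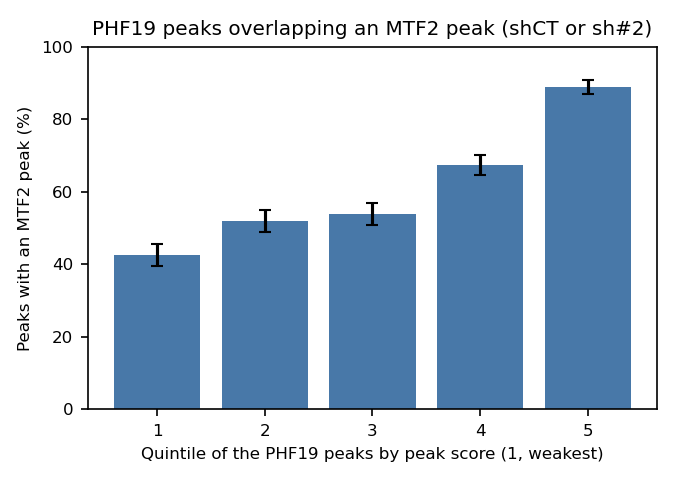
Share of PHF19 peaks in shCT cells that overlap an MTF2 peak of shCT or sh#2 cells (percent), by quintile of the PHF19 peaks by peak score, with quintile 1 the weakest. Error bars are exact binomial 95% intervals, and the share goes from 42.5% in quintile 1 to 89.0% in quintile 5.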

In fact, this increase was also noticeable in the ChIP-seq signal strength upon *PHF19* knockdown, which we validated for several genomic targets (Figure 4B and Supplementary Figure 2D). However, the observed general derepression of PHF19 target genes upon depletion of *PHF19* seemed incompatible with MTF2 compensation. 

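The length under MTF2 peaks was longer in sh#2 than in shCT cells at NOTUM, FZD3 and PDGFRA, in a measure chosen after the files were seen that is not the signal strength. At NOTUM, a secreted Wnt inhibitor on GRCh37 chromosome 17, it was 2882 bp in shCT and 3684 bp in sh#2 cells. At FZD3 it was 2401 bp and 6381 bp. At PDGFRA, a growth factor receptor gene on chromosome 4 with no PHF19 peak, it was 3909 bp and 6873 bp. The total over all MTF2 peaks also differed, as the median peak was 1780 bp wide in shCT and 2598 bp in sh#2 cells.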

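The PHF19 targets went both ways in the ranking, with 533 of 1325 lower. At an unadjusted p under 0.05, 107 targets were higher and 35 lower in the authors' deposited table. CCND1, a target with a PHF19 peak over its TSS, had a negative log2 fold change, as did NOTUM with -0.35 (standard error 0.38, adjusted p = 0.991 from DESeq2, the authors' deposited table).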

Certainly, the expression changes are not homogeneous (Figure 3D), and we hypothesized that, although MTF2 might be able to compensate the lack of PHF19 in many target genes, there is a subset of genes where the reduction of PHF19 directly leads to the upregulation of expression. To investigate this possibility, we selected the top 200 ranked upregulated PHF19 target genes and analyzed changes in the MTF2 levels upon *PHF19* knockdown. We corroborated that the fold change expression of these selected genes was consistent with the DESeq2 ranking (Figure 4C, top left panel). 

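The 200 PHF19 targets with the highest Wald statistic had a median log2 fold change of 0.88, and the 1125 others one of 0.02, in the authors' deposited table. The genes were chosen by the same ranking, so this difference is set by the selection. The regions of the 200 had a median length of 58355 bp and the others of 60626 bp.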

Interestingly, the MTF2 levels did not significantly change for those targets that were highly derepressed. In contrast, a significant increase of the MTF2 signal was observed in the rest of the targets (Figure 4C, bottom left panel). Moreover, we reasoned that the absence of PHF19 would allow an increased interaction of MTF2 with the PRC2 core components, which would affect its function beyond PHF19 targets. Therefore, we performed the same analysis for the top 200 MTF2 target genes upregulated upon *PHF19* depletion. Similarly, the derepressed genes did not show an increase in MTF2 levels, as observed and expected for the rest of the target genes (Figure 4C, right panels).

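An MTF2 peak found in sh#2 cells alone was present at 75 of the 200 top PHF19 targets, or 37.5% (exact binomial 95% interval 30.8 to 44.6%), and at 331 of the 1125 others, or 29.4% (26.8 to 32.2%). The share of the 200 lay at percentile 98.6 among 10000 random sets of 200 targets. Length under MTF2 peaks at the top targets was on average 3785 bp in shCT and 7181 bp in sh#2 cells, a change of 3396 bp, and 3171 bp at the others. That change lay at percentile 64.8 of the random sets. It was smaller at the top targets with the top 100 (2758 and 3242 bp, percentile 35.0) and with promoters alone (2181 and 2621 bp, percentile 23.5). It was larger there with the top 300 (percentile 54.3) and with no filter on low counts (percentile 71.9). For the peak found in sh#2 alone, 82 of the top 200 and 39.1% of the others had one with no filter (percentile 67.1). The percentile of that share was 79.9 with the top 100, 99.9 with the top 300 and 99.0 with promoters alone. Presence and length of peaks, measures chosen after the files were seen, are not the maximum peak height of Figure 4C, and they come from 1 library per condition.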

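Among the MTF2 targets of shCT cells, 82 of the top 200 in the ranking had an MTF2 peak found in sh#2 alone (exact binomial 95% interval 34.1 to 48.2%), against 41.9% of the 974 others (38.8 to 45.1%). The length under MTF2 peaks grew on average by 4587 bp at the 200 and by 4950 bp at the others, at percentile 36.0 of 10000 random sets. With no filter on low counts it grew more at the top 200 (6986 and 6245 bp, percentile 79.5). It grew less at the top targets with the top 100 (percentile 13.6), the top 300 (13.7) and promoters alone (5.75). Median log2 fold changes of the 200 and the 974 others were 0.96 and 0.05 in the authors' deposited table. The MTF2 targets as a set were higher than other genes by cameraPR on the authors' Wald statistics (p = 0.00105), a call lost among genes with a mean of at least 100 (p = 0.149) and with an inter-gene correlation of 0.05 (p = 0.129). The paper proposes that MTF2 may compensate for PHF19 at many targets but not at a derepressed subset, and states that derepressed targets lacked the MTF2 increase seen at the rest.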

**FIGURE 4:**
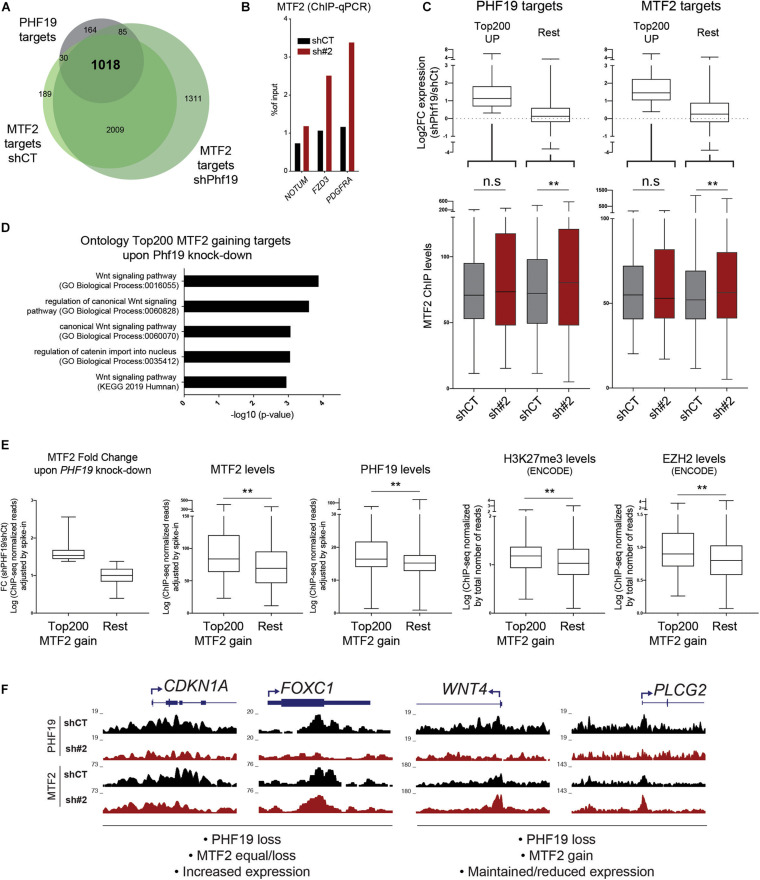
**(A)** Venn diagram showing the intersection between the PHF19 gene targets and the MTF2 gene targets for cells infected with an empty short hairpin RNA (shRNA, *shCT*) and a shRNA against PHF19 (*sh#2*). **(B)** MTF2 chromatin immunoprecipitation (ChIP) enrichment (with respect to the input) measured by qPCR of several genes and intergenic region as a negative control in shCT- and sh#2-infected K562 cells. **(C)** *Top*: Fold change of sh*PHF19* vs. shCT (Log2) of the top 200 upregulated vs. the rest of the PHF19 (*left*) and MTF2 (*right*) gene targets. *Bottom*: Levels (maximum peak high) of the MTF2 ChIP signal in shCT- and sh#2-infected K562 cells of the top 200 upregulated vs. the rest of the PHF19 (*left*) and MTF2 (*right*) gene targets. **(D)** Gene ontology of the top 200 MTF2 targets that increase their levels upon *PHF19* depletion. **(E)** Characterization of the top 200 MTF2 targets that increase their levels upon *PHF19* depletion versus the rest of the MTF2 levels. From *left* to *right*: Fold change of MTF2 gain and levels (maximum peak high) of MTF2, PHF19, H3K27me3, and EZH2. **(F)** Representative screenshots modified from the UCSC Genome Browser. ^∗∗^*p* < 0.01.

These results suggested a distinct behavior of MTF2 compensation after *PHF19* reduction. To explore what caused this difference irrespective of the expression, we selected the top 200 MTF2 targets that showed the stronger increase of MTF2 occupancy upon *PHF19* depletion (Figure 4E, left panel). Firstly, we studied the GO of these selected targets, and strikingly, the top two categories obtained by GO were the *Wnt signaling pathway* and *regulation of canonical Wnt signaling*. Wnt-related categories were also found significantly enriched when pathways (Kyoto Encyclopedia of Genes and Genomes, KEGG) were queried (Figure 4D). Of note is that, in the GO of the 200 lower PHF19 target genes ranked by expression upon *PHF19* depletion, we could also detect Wnt-related categories: *Regulation of Wnt signaling pathway* (GO_Biological_Process, *p* = 0.00079) and *Wnt signaling pathway* (KEGG, *p* = 0.0052). This is concordant with the reported MTF2 role in hematopoiesis since repression of the Wnt signaling pathway by MTF2 instructs erythroid differentiation (Rothberg et al., 2018). 

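Of the 200 PHF19 targets lowest in the ranking, 3 were genes of the Wnt list, LEF1, a factor of the beta-catenin complex, NKD2 and NOTUM, both Wnt antagonists. This is 1.50%, against 1.06% of all 1325 tested PHF19 targets (Fisher's exact test, two-sided, p = 0.456) and 0.364% of all tested genes (p = 0.0362). PHF19 targets held 14 of the 51 Wnt genes tested (p = 0.000194 by the same Fisher's exact test). Over the ranking, 30 of the 51 Wnt genes were lower and 21 higher (adjusted p = 0.418 by cameraPR). TCF7, a partner of beta-catenin, was lower when adjusted over the list alone, and no Wnt gene passed over all genes (2 higher and 2 lower at an unadjusted p under 0.05). The Fisher's tests were chosen after the data were seen.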

To gain insights into why MTF2 is increasingly deposited in a subset of targets, we studied their epigenetic status in control conditions: as depicted in Figure 4E, the ChIP-seq levels of MTF2, PHF19, H3K27me3, and EZH2 were higher in the top 200 MTF2 target genes with respect to the rest, indicating they were significantly occupied by PRC2 prior to *PHF19* depletion. Finally, Figure 4F depicts representative examples of the chromatin profiles for PHF19 and MTF2 upon *PHF19* depletion. As could be observed, *CDKN1A* or *FOXC1* (transcriptionally upregulated upon *PHF19* depletion) did not display an MTF2 increase, contrary to what could be observed in the Wnt-related genes *WNT4* (transcriptomically unaffected) and *PLCG2* (transcriptionally downregulated).

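At CDKN1A, the length under MTF2 peaks was 5533 bp in shCT and 4098 bp in sh#2 cells. FOXC1, a forkhead factor of the embryo on GRCh37 chromosome 6, had 2441 bp and 3222 bp. WNT4, a Wnt ligand on chromosome 1, had 10232 bp and 12657 bp. PLCG2, a phospholipase of immune signaling on chromosome 16, had 3838 bp and 13573 bp and no PHF19 peak. In the authors' deposited table, the log2 fold change was 0.65 (standard error 0.42, adjusted p = 0.906) for FOXC1 and -0.44 (standard error 0.29, adjusted p = 0.906) for PLCG2 from DESeq2. WNT4 had a mean normalized count of 3.22 there and a log2 fold change of 0.01 (standard error 1.25, the authors' deposited table). Lengths are counted from 2.5 kb upstream of the TSS to the transcript end, and are not the ChIP-seq signal that the paper describes. The median MTF2 peak was also wider in sh#2 (2598 bp) than in shCT cells (1780 bp).

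**Figure D3:**
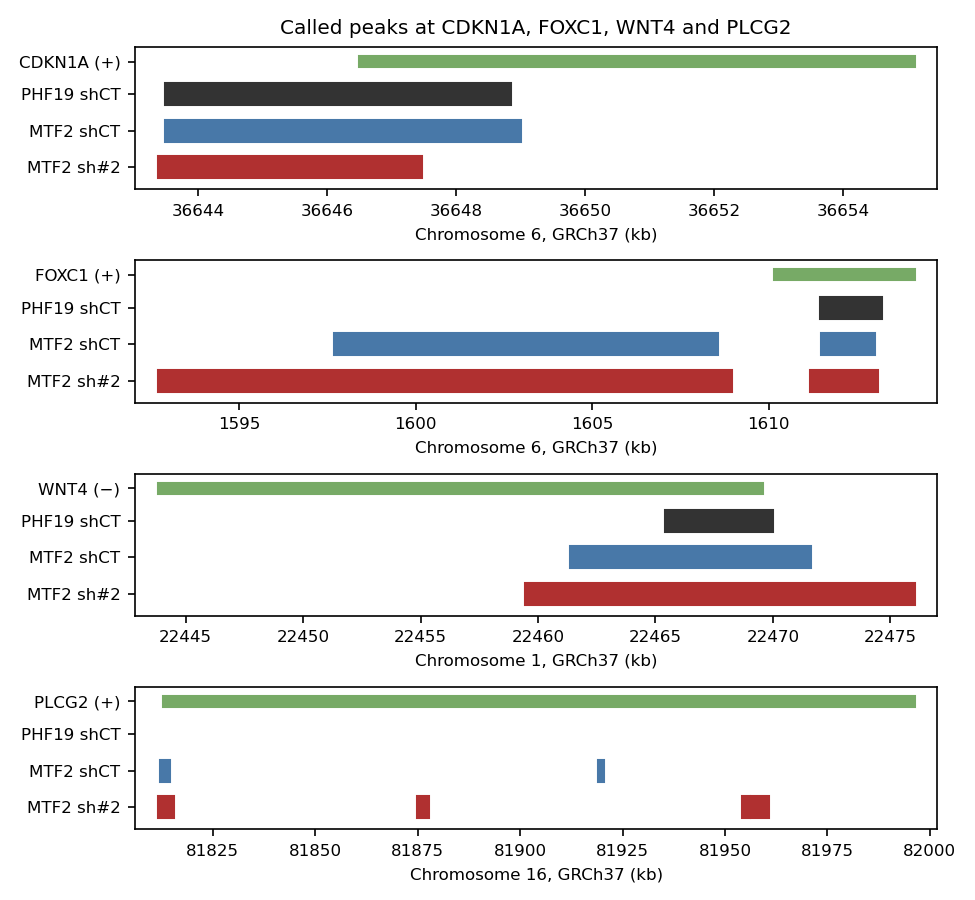
Called peaks of PHF19 in shCT cells and of MTF2 in shCT and sh#2 cells at CDKN1A, FOXC1, WNT4 and PLCG2, with the gene in green and its strand in brackets, against position on GRCh37 (kb). The sh#2 peak at CDKN1A is shorter than the shCT peak, and PLCG2 has no PHF19 peak.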

### PHF19 Depletion Enhances Erythroid Differentiation While Impeding Megakaryocyte Cell Fate Induction

Throughout the experiments with shRNAs, we noticed that cell pellets from the *PHF19*-depleted cells acquired a pale reddish color (Figure 5A), possibly indicating a hasty production of hemoglobin. Therefore, we reasoned that, beyond epigenetic and transcription indications toward erythroid differentiation, K562 cells were already acquiring phenotypic erythroid characteristics. To assess this, we analyzed by flow cytometry the presence of the well-known erythroid precursor marker CD235a (Fajtova et al., 2013; Li et al., 2014) using cells treated with Ara-C (cytarabine) as a positive control (Zhang et al., 2007; Cai et al., 2014). Both shRNAs caused an increase of CD235a (Figure 5B). To corroborate that the effect on differentiation upon *PHF19* depletion is specific, we forced the differentiation of K562 cells into the megakaryocyte lineage by phorbol myristate acetate (PMA) treatment (Cai et al., 2014) after *PHF19* depletion and measured the megakaryocyte surface marker CD61 (Ogino et al., 2014). Indeed, the cells with reduced levels of *PHF19* were resistant to acquire megakaryocyte characteristics (Figure 5C). Finally, Ara-C is used as a treatment in CML and other leukemias^2^, and according to our results, reduction of the PHF19 levels could be proposed for cooperative CML treatments. To test this, we reduced a hundred times the concentration of Ara-C used as a positive control in Figure 5B to produce a more modest increase in the CD235a marker, and we measured differentiation and cell growth upon PHF19 depletion. Interestingly, Ara-C cell growth inhibition was enhanced by PHF19 depletion (Supplementary Figure 2E); more interestingly, it was able to further enhance the differentiation of K562 cells in the presence of low Ara-C-treated cells (Figure 5D).

**FIGURE 5:**
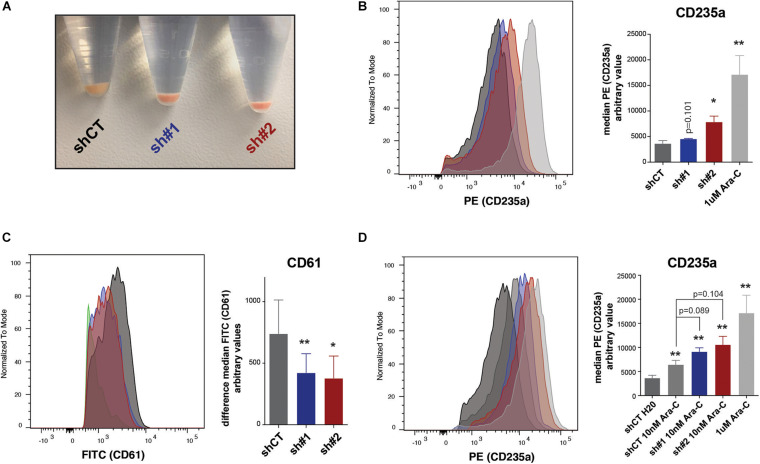
**(A)** Picture of pelleted K562 infected with an empty short hairpin RNA (shRNA, *shCT*) and two shRNAs against PHF19 (*sh*#1 and *sh#2*) 5 days after puromycin selection. **(B)** CD235a marker levels measured by flow cytometry in shCT-, sh# 1-, sh#2-infected cells 4 days after puromycin selection and 1 μM of Ara-C treatment in uninfected cells as a positive control. *Left*, representative plot of a single experiment. *Right*, bar plot of the mean of median cytometry values (shCt and sh#1, *n* = 4; sh#1 and 1 μM of Ara-C, *n* = 3) + SEM. **(C)** CD61 marker levels measured by flow cytometry in shCT-, sh# 1-, and sh#2-infected cells 4 days after puromycin selection and treated with 1 nM phorbol myristate acetate (PMA) for 24 h. *Left*, representative plot of a single experiment. *Right*, bar plot of the mean of median cytometry values (*n* = 3) + SEM. **(D)** CD235a marker levels measured by flow cytometry at 4 days in shCT-, sh# 1-, and sh#2-infected cells after puromycin selection and treated with 10 nM of Ara-C for 72 h, with 1 μM of Ara-C treatment in uninfected cells as a positive control. *Left*, representative plot of a single experiment. *Right*, bar plot of the mean of median cytometry values (shCt, 10 nM Ara-C; sh#1, 10 nM Ara-C, *n* = 24; sh#1, 10 nM Ara-C, and 1 μM of Ara-C, *n* = 3) + SEM. *⁢p<0.05;p**<0.01.

## Discussion

Here, we have shown that reduced PHF19 levels in CML cells arrest the cell cycle and promote differentiation toward erythroid fate. The role of PRC2 in leukemia has been studied (Carlo et al., 2019), and in particular, the catalytic PRC2 core component EZH2 has been reported to be overexpressed in CML (Xie et al., 2016). Moreover, EZH2 inhibition reduces cell growth and sensitizes CML cells to tyrosine kinase inhibitors (Scott et al., 2016; Xie et al., 2016). Furthermore, in line with our results, it has been recently reported that the oncogene MYCN regulates EZH2 expression in CML cells, which leads to p21 repression, increasing proliferation and blocking differentiation (Liu et al., 2017). However, due to its pleiotropic functions, targeting the PRC2 core components may disrupt many cellular functions, and thus focusing on the sub-stoichiometric accessory factors, such as PHF19, may be an advantage. A fine example of this was our recent study on the role of PHF19 in normal mouse hematopoiesis: previous loss-of-function studies of PRC2 core components demonstrated their essential role in hematopoiesis (Xie et al., 2014; Lee et al., 2015; Yu et al., 2017), but the associated lethality had hampered an in-deep characterization of the transcriptional pathways or H3K27me3 (re)distribution in hematopoietic stem cells (HSCs). We generated a *Phf19* knockout mice, which resulted viable and then allowed us to unveil its role in controlling adult HSC dormancy (Vizan et al., 2020). Similarly, this study has allowed us to determine a very specific epigenetic mechanism by which high levels of PHF19 impede erythroid differentiation, which could have been impossible to evaluate by blocking the entire PRC2 activity.

To achieve differentiated characteristics, the cell cycle has to be arrested. The CML cell line K562 harbors the BCR-ABL fused tyrosine kinase, which activates the signaling cascades in charge of cell cycle regulation. At the same time, p53 is truncated and is not functional in these cells (Law et al., 1993), leaving p21 as one of the few factors able to avoid uncontrolled cell proliferation. We demonstrated that PHF19 occupies the p21 promoter, and its depletion coincides with p21 derepression, pointing to a plausible mechanism of how PHF19 overexpression impacts on cell growth. Surprisingly, a recent study has reported no effects on cell proliferation in K562 upon *PHF19* depletion (Ren et al., 2019). Nonetheless, we hypothesize that this may be due to different targeting and/or reduction efficiency. On the other hand, p21 overexpression may account for cell cycle arrest, but it might not be enough to induce the specific erythroid differentiation reported. The K562 cell line has been previously described as erythroleukemia (Chylicki et al., 2000), but it also has been largely known as a model for megakaryoblast differentiation (Alitalo, 1990). In fact, it has been previously shown that p21-induced cell cycle arrest favors megakaryocyte differentiation (Munoz-Alonso et al., 2005). Therefore, additional cellular and molecular mechanisms might be triggered upon *PHF19* depletion.

We noticed that, although the main function of PHF19 is transcriptional gene repression, a subset of the PHF19 target genes remain unaffected or are even more repressed upon its depletion. In this sense, a recent report has demonstrated that another PCL homolog, MTF2, is required for normal erythropoiesis (Rothberg et al., 2018). We have studied the occupancy of MTF2 in response to *PHF19* depletion, and we have observed that it differentially compensates the PHF19 loss in a subset of targets. Interestingly, the gain of MTF2 is more pronounced among those genes whose expressions are non-derepressed, including the Wnt pathway, which remarkably needs to remain repressed in order to achieve erythroid characteristics (Rothberg et al., 2018). Some of these genes reduce their expressions, but also a part of them remains unaffected, probably because their expression levels were already low to ensure further differentiation steps.

Which other chromatin or regulatory features determine where in the genome MTF2 is compensating for PHF19 reduction remains to be comprehensively elucidated. Worthy of note is our observation that those genes in which MTF2 did not compensate for PHF19 loss displayed reduced levels of the PRC2 components, which led us to hypothesize that repressive chromatin status is warranted specifically in a subset of genes to ensure cell differentiation. Therefore, we foresee a model where high levels of PHF19 in CML cancer cells would lead to small albeit enough accumulation in other genomic targets. This would induce a degree of unexpected gene repression, heightening the already disturbed normal differentiation. In other words, a gain in *PHF19* expression would intensify the resemblance to myeloid precursors, where cell fate has not been yet decided. In conclusion, this study confirms the necessity of maintaining tight control of epigenetic regulation to sustain proper adult stem cell differentiation as well as reinforces the possibility of using specific acquired epigenetic vulnerabilities for tumor differentiating therapies.

## Materials and Methods

### Cell Culture and Growth Curves

NB4, HL60, and K562 cells were cultured at 37°C and 5% of CO_2_ in RPMI medium supplemented with 10% fetal bovine serum. HEK293T cells were cultured at 37°CC and 5% CO_2_ in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum.

To monitor cell growth, leukemic cell lines were seeded at 2.5 × 10^5^ cells/ml for the NB4 and HL60 cell lines and 3 × 10^5^ cells/ml for the K562 cell line, then the cells were counted and seeded again every other day. Imatinib (Thermo Fisher Scientific) and Ara-C (Sigma) were added after puromycin selection and cell growth monitored for 6 days.

### Lentiviral Production and Infection

The PLKO.1 lentiviral system was used for the production of shRNAs against *PHF19*. The target sequences were AAGCTTCCATCCACATGTGTT for shRNA#1 and GCCACACATTTGAGAGCATCA for shRNA#2. 

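Both target sequences lie in the last exon of PHF19, the gene of the PRC2-associated factor depleted in this study, on the minus strand of chromosome 9. The sequence of shRNA#1, AAGCTTCCATCCACATGTGTT, matches GRCh37 chromosome 9 from 123619287 to 123619307, in exon 15 of a PHF19 transcript with 15 exons, in the 3' UTR. The sequence of shRNA#2, GCCACACATTTGAGAGCATCA, matches from 123620389 to 123620409, in exon 15 of the same transcript, in the coding sequence. Each sequence had 1 match on chromosome 9. Of the 14 PHF19 transcripts in GENCODE 44, 3 hold the site of shRNA#1 and 4 hold that of shRNA#2, and 3 of the 8 coding transcripts hold each site.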

Empty vector was used as the control (shCT). Viral particles were produced in HEK293T, which were plated at a density of 2 × 10^6^ cells in a p10 plate and transfected the following day by adding dropwise while vortexing a CaCl_2_–DNA solution (10 μg of pLKO.1 of plasmid, 6 μg of pCML-dR8.91, 5 μg of pCMV-VSGV, and 62 μl of 2 M CaCl_2_ in a final volume of 0.5 ml) previously incubated at room temperature (RT) for 15 min to an equal volume of HBS 2 × (HEPES-buffered saline solution, pH 7.05, 0.28 NaCl, 0.05 M HEPES, and 1.5 mM Na_2_HPO_4_). After cell incubation for 14–16 h, the transfection medium was replaced by fresh medium and the cells were incubated for 24 h. The medium with the lentiviral particles was harvested and filtered through a 45-μm filter. Then, fresh medium was added to the HEK293T and the media with lentiviral particles were harvested again the following day.

Two rounds of leukemic cell infection were performed on six-well plates according to the days the medium was harvested. Of the cells, 5 × 10^5^ were plated in 1 ml of medium, and then 1 ml of the medium with lentivirus was added. Cells were spinoculated (1,000 × *g*, 90 min, 32°C) in the presence of protamine sulfate (1 μg/ml). After the two rounds of infection, the cells were selected with 1 μg/ml of puromycin.

### Apoptosis, Cell Cycle, and BrdU Incorporation

The cell apoptosis assay was performed using violet annexin V/Dead Cell Apoptosis Kit (Invitrogen) according to the manufacturer’s protocol. Post-staining, the cells were analyzed by flow cytometry. For cell cycle, 1 × 10^6^ cells were washed with cold phosphate-buffered saline (PBS) and resuspended in 0.9 ml of EDTA-PBS (5 mM EDTA). Then, the cells were permeabilized by adding 2.1 ml of 100% cold ethanol dropwise while the mixture was softly shaken. The cells were kept at 4°C until the following day, when they were resuspended in propidium iodide (PI) staining buffer that contains 955 μl PBS + 30 μl of solution A (38 μl of 0.5 M sodium citrate + 562 μl of 500 μg/ml propidium iodide) + 2 μl of RNAse A (Thermo Fisher). The cells then were incubated at 37°C for 1 h and analyzed by flow cytometry. Cell cycle profiles were analyzed with the ModFit LT^TM^ software. For BrdU assay, the cells were treated with 10 μM of BrdU solution for 30 min and processed using the BrdU Flow Kit (BD Pharmingen) according to the manufacturer’s protocol. The percentage of BrdU-positive cells was analyzed by flow cytometry.

### Cell Differentiation by Surface Markers

The K562 cells either in normal conditions or after Ara-C (Sigma) or PMA (Sigma) treatment were rinsed twice with PBS and incubated for 45 min with conjugated antibodies against CD235a-PE (Invitrogen #12-9987-82) or CD61-FITC (eBioscience #11-0619-42) at 4°C, protected from light. After washing twice with cold PBS, the cells were suspended in PBS with DAPI to discard the non-viable cells and then analyzed by flow cytometry. Analysis was performed using FlowJo software.

### Western Blot

Four days after selection, infected (shCT, sh#1, and sh#2) cell pellets were washed twice with PBS and resuspended in hypotonic buffer (10 mM Tris–HCl, pH 7.4, 10 mM KCl, and 15 mM MgCl_2_) in the presence of protease and phosphatase inhibitors. After 10 min of incubation on ice, the resuspension was centrifuged (700 × *g*) for 5 min at 4°C. The pellet was resuspended in nuclear lysis buffer (300 mM NaCl, 50 mM HEPES, pH 7.5, 0.5% NP40, and 2.5 mM MgCl_2_) in the presence of protease and phosphatase inhibitors and benzonase (50 U/500 μl of buffer). The resuspension was centrifuged (16,000 × *g*) for 30 min at 4°C and the supernatant was considered the protein extract of the nuclear protein. Protein concentration was quantified by the Bradford assay (Bio-Rad). Seventy micrograms of protein was diluted in 5 × Laemmli buffer and heated for 5 min at 100°C. Protein samples were loaded in a NuPAGE^TM^ 4–12% Bis-Tris precast gel (Invitrogen). The proteins were transferred onto nitrocellulose membranes at 300 mA for 70 min at 4°C, blocked with 5% milk in TBS-Tween (10 mM Tris–HCl, pH 7.5, 100 mM NaCl, and 0.1% Tween-20) for 30 min at room temperature, and incubated at 4°C in TBS-Tween 5% milk overnight with the following primary antibodies: PHF19 (Cell Signaling #77271), p21 (Cell Signaling #2947), and TUBULIN (Abcam #7291). The following day, the membranes were washed with TBS-Tween followed by incubation of the secondary antibody conjugated to horseradish peroxidase (1:5,000) TBS-Tween for 1 h at room temperature. Then, the membranes were washed twice with TBS-Tween at room temperature. The proteins were then detected with enhanced chemiluminescence reagent (Pierce ECL Western Blotting Substrate, Thermo Scientific).

### Gene Expression

RNA was extracted with the RNeasy Mini Kit (Qiagen) according to the manufacturer’s protocol.

#### Expression by qPCR

cDNA was generated from 1 μg of RNA with the First Strand cDNA Synthesis Kit (Fermentas) according to the manufacturer’s instructions. Real-time PCR (qPCR) reactions were performed using the SYBR Green I PCR Master Mix (Roche) and the Roche LightCycler 480. The primers used were the following: *PHF19* Fw (CAGCAGAAAAGGCGAGTTTATAG), *PHF19* Rv (CTCCAGGCTGAGGTGAAGTC); *CCND1* Fw (GCCGA GAAGCTGTGCATC), *CCND1* Rv (CCACTTGAGCTTG TTCACCA); *KEL* Fw (ACCATGGGGAGACTGTCCT), *KEL* Rv (GGGCTTCCTACACATCACCT); *GYPA* Fw (CAA ACGGGACACATATGCAG), *GYPA* Rv (TCCAATAACACCAG CCATCA); *CDKN1A* Fw (CAGCTGCCGAAGTCAGTTCC), *CDKN1A* Rv (GTTCTGACATGGCGCCTCC).

#### RNA-Seq

RNA samples were quantified and the quality evaluated using Bioanalyzer. Libraries were prepared at the UPF/CRG Genomics Unit using 1 μg total RNA and sequenced using the Illumina HiSeq2000 sequencer. RNA-seq reads were mapped against the hg19 human genome assembly using TopHat (Trapnell et al., 2009) with the option –g 1 to discard those reads that could not be uniquely mapped in just one region. DESeq2 (Love et al., 2014) was run to quantify the expression of every annotated transcript using the RefSeq catalog of exons and to identify each set of differentially expressed genes. Reads per kilobase of transcript per million mapped reads (RPKMs) were used for boxplots and to calculate the fold change differences between conditions. GSEA of the pre-ranked lists of genes by DESeq2 stat value was performed with the GSEA software (Subramanian et al., 2005).

### Chromatin Immunoprecipitation and Analysis

Cells (25 × 10^6^) were harvested and washed twice with PBS and cross-linked in two steps. Firstly, the cells were resuspended in 10 ml of PBS 1 mM MgCl_2_ and 40 μl of ChIP Cross-link Gold (Diagenode) and incubated, shaking for 30 min at RT. Secondly, the cells were resuspended in 1% formaldehyde for 10 min at RT and fixation stopped by adding glycine to a final concentration of 0.125 M, then incubated for 5 min at RT. Then, the cells were washed twice with cold PBS. Chromatin preparation and ChIP experiments were performed with the ChIP-IT High Sensitivity Kit from Active Motif (#53040) according to the manufacturer’s instructions. ChIPs were performed using 5 μg/ChIP of the following antibodies: PHF19 (Cell Signaling #77271), MTF2 (ProteinTech 16208-1-AP), and control IgG (Abcam #ab172730). For spike-in control, an equal amount of *D. melanogaster* S2 cell chromatin was added to each ChIP reaction (0.1% of the K562 cell chromatin), together with 1 μg of an antibody against a *Drosophila*-specific histone variant, H2Av (Active Motif, #61686).

#### ChIP Quantification by qPCR

Real-time PCR (qPCR) reactions were performed using the SYBR Green I PCR Master Mix (Roche) and the Roche LightCycler 480. The primers used were the following: *ATF3* Fw (GTGGGTGGTCTGAGTGAGGT), *ATF3* Rv (CACAGTT TGGTAATTTGGGGTAG); *NODAL* Fw (GCGACTTCCTTAC TCGACCTC), *NODAL* Rv (CACAGTTTGGTAATTTGGGGT AG); *FZD3* Fw (AAAAGCACGTGCCATGAAT), *FZD3* Rv (CCTCCTTCATGGAGCCAGT); *CDKN1A* Fw (ATGTCATCC TCCTGATCTTTTCA), *CDKN1A* Rv (AGAATGAGTTGGCA CTCTCCAG); *NOTUM* Fw (CCGAGGCTGGGCTTATTT), *NOTUM* Rv (GGGAAGAAAAGGCGATGC); *PDGFRA* Fw (GGGGTGTCAGTTACAGAAGGTCT), *PDGFRA* Rv (CTGCCTGGATTAAAGTGTTAGGG); *INTERGENIC* Fw (ACAGGATAAAGTTGGCATAACCA); *INTERGENIC* Rv (CAACAAAACCGTTTGGAATACAT).

#### ChIP-Seq

For ChIP-seq experiments, library preparation was performed from 2–10 ng of precipitated chromatin at the UPF/CRG Genomics Unit. The libraries were sequenced using the Illumina HiSeq2000 sequencer. ChIP-seq reads containing spike-in were mapped against a synthetic genome constituted by human and fruit fly chromosomes (hg19 + dm3) using Bowtie with the option -m 1 to discard the reads that did not map uniquely to one region (Langmead et al., 2009). MACS was run with the default parameters, but with the shift size adjusted to 100 bp to perform the peak calling against the corresponding control sample (Zhang et al., 2008). In the PHF19 ChIP-seqs, only peaks with tags >70 were considered as positive. The genome distribution of each set of peaks was calculated by counting the number of peaks fitted on each class of region according to RefSeq annotations. Promoter is the region between 2.5 Kbp upstream and 2.5 Kbp downstream of the transcription start site (TSS). Genic regions correspond to the rest of the gene (the part that is not classified as promoter), and the rest of the genome is considered to be intergenic. Peaks that overlapped with more than one genomic feature were proportionally counted the same number of times. Each set of target genes was retrieved by matching the ChIP-seq peaks in the region 2.5 Kbp upstream of the TSS until the end of the transcripts as annotated in RefSeq. The signal strength or ChIP-seq level was calculated as the maximum high of peaks within the same region normalized by the fly spike-in number of reads of the same experiment. For EZH2, SUZ12, and H3K27me3 ENCODE data, raw reads and peaks were downloaded from GEO series GSE29611 (GSM1003576, GSM1003545, and GSM733658). The UCSC Genome Browser was used to generate the screenshots of each group of experiments along the manuscript (Kent et al., 2002).

### Data Availability

The datasets generated and analyzed for this study can be found in the National Center for Biotechnology Information Gene Expression Omnibus (Barrett et al., 2013) repository under the accession number GSE164804.

### Statistics

The number of replicates for each experiment is detailed in the corresponding figure legends or main text. For *PHF19* levels, apoptosis, cell cycle, BrdU incorporation, and qPCR expression data, paired *t* test was used. For lymphocyte counts and ChIP-seq levels, unpaired *t* test was used. For the patient data in Figure 1F, Fisher’s exact test was used. For blast counts in positive patient samples, the Mann–Whitney test was used. For the ratio of CD235a and CD61 levels, paired *t* test was used. Significance was set as ^∗^*p* < 0.05; ^∗∗^*p* < 0.01 throughout the study.

## Data Availability Statement

The datasets generated and analyzed for this study can be found in the National Center for Biotechnology Information Gene Expression Omnibus (Barrett et al., 2013) repository under the accession number GSE164804.

## Author Contributions

MG-M and CB planned and performed the experiments, and analyzed and interpreted the data. EB performed the bioinformatic analysis of genome-wide data, and analyzed and interpreted the results. ArG performed the experiments, and analyzed and interpreted the data. SA analyzed and interpreted the data. AnG performed analysis of patient data, and analyzed and interpreted the results. CK, DY, and TH provided patient data and interpreted the results. PV and LD conceived and planned the project, analyzed and interpreted the data, and wrote the manuscript, with the assistance and final approval of all authors. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

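K562 cells with an empty vector (shCT) or an shRNA against PHF19 (sh#1, sh#2) were measured by RNA-seq in 6 libraries, 2 for each group, and by ChIP-seq in 6 libraries, 1 for each condition. The samples were grouped by their labels and the names in the paper. For the RNA-seq, the authors aligned reads with TopHat to hg19 and deposited 1 table of their DESeq2 comparison of both shRNAs against shCT. Its columns hold a mean normalized count over all libraries (a score here), log2 fold changes with their standard errors and Wald statistics as the authors deposited them, and p-values and adjusted p-values deposited by the authors. Versions of TopHat, DESeq2, Bowtie and MACS are not given in the sources used here. For the ChIP-seq, the authors mapped reads with Bowtie to hg19 and dm3 and called peaks with MACS. The deposited lists give a position and a score for each peak, and no tag counts or signal. Tool and build names come from the methods and the submitters' processing notes.

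The design assumed that values per library might be given. The table holds the comparison alone, so no fit of its own was made, no depth per library is known, and precision rests on the standard errors. The replicates come from separate experiments according to the paper. Gene lists (23) were tested on the Wald statistic with limma 3.58.1 (cameraPR, inter-gene correlation 0.01) and fgsea 1.28.0 in R 4.3.3, over the 14680 genes with a mean normalized count of at least 10, with Benjamini-Hochberg adjustment over the lists. List medians were also set against 10000 random lists matched on mean expression in 50 bins, and those of target genes also on genomic length in 50 bins. Named genes were those of the paper, the 10 largest log2 fold changes each way among genes with an adjusted p under 0.05 and a mean of at least 100, up to 3 called members of each list and direction, and the PRC2 genes, with the 3 strongest peaks of each list. Members called over a list alone were added after their values were seen. Not every gene that this rule takes is reported here.

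Peaks were compared in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with an overlap of at least 1 bp, exact binomial 95% intervals and random placements on the same chromosome (1000 for overlaps, 100 for regions). Coordinates are 1-based on GRCh37, the assembly of hg19, and no peak ran past a chromosome end. Genes were placed by GENCODE 44, whereas the authors used RefSeq. Of the 27348 symbols in the table, 24389 matched the annotation. The steps were tested on simulated data: in a simulated ranking of the 14680 genes, 5 of 5 sets of 40 genes raised by 1 in the Wald statistic were recovered and 0 of 200 unchanged sets were called. Figures were drawn with matplotlib 3.10.9. Alternatives tried were other thresholds, filters, rankings, correlations, overlaps and target definitions. The PHF19 libraries of sh#1 and sh#2 and the IgG library were not analysed here.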

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

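The gene lists and the main comparisons were fixed before the data were examined, and the tests of explanations before their own results were seen, while the counts of PHF19 targets among called genes, with their comparison with genes of like length and with the strongest peaks, the tests of PHF19 targets over all interferon-stimulated genes, and the slope across chromosomes were chosen after the result was seen.

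Interferon-stimulated genes, a group the paper does not discuss beyond RSAD2 and IRF7, were higher in the depleted cells, with 26 of 37 higher and 11 lower (adjusted p = 0.000779 by cameraPR). RSAD2 passed over all genes, and RSAD2, CMPK2 and TRIM22 were higher when adjusted over the list alone. Of the 26 higher members, 2 were PHF19 targets (7.69%, exact binomial 95% interval 0.946 to 25.1%), and the 34 members that are not targets were still higher than other genes by cameraPR on the authors' Wald statistics (24 of 34 higher, p = 0.00072), which argues against direct derepression of bound genes as the whole cause of the shift of the list. Among the 8 raised genes (unadjusted p under 0.05) the share of targets was 12.5% (exact binomial 95% interval 0.316 to 52.7%). IRF7, IFIT3, IFI27, TRIM22, SAMD9, LGALS3BP and CMPK2 had no PHF19 peak in the target region. For these genes the peaks, called from 1 library, argue against direct derepression. Direct derepression stays open for RSAD2, the only target among the 8. Its PHF19 peak, 765 bp wide, lay 15811 bp from the TSS and ranked 3383 of 5621 by score. A response to the hairpins, which the empty vector lacks, may account for the shift, and the number of RNA-seq groups with an unrelated hairpin was 0, so it cannot be told apart from an effect of PHF19.

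PHF19 targets were higher than other genes. Weak expression and gene length were tested as causes with random lists matched on each, and the median of the targets lay at percentile 100 of both, so the tables argue against either as the whole cause. Of the 33 genes called higher in the authors' deposited table, 12 were targets, against 3.00 on average among random genes of like length (p = 0.0001, the smallest that 10000 draws can give), 7 with promoters alone against 2.36 (p = 0.0077), 5 in the upper part of the peaks by score against 1.72 (p = 0.0257), and 4 with the 2328 strongest peaks against 1.43 (p = 0.0521). The authors' normalization and the depth of the libraries stay open, without values per library. Loss of repression by PHF19, the explanation that the design names, was not tested and stays open as well.

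More MTF2 peaks were called in sh#2 than in shCT cells, on 23 of 23 chromosomes (ratios from 1.01 to 2.36). The peaks found in sh#2 alone had a median score of 78.5, below the lower quartile of the shared sh#2 peaks (117), and 0.5% of the 1000 strongest sh#2 peaks lacked a shCT peak, so a more sensitive call in the sh#2 library may account for part of them, while 28.1% (27.2 to 29.1%) of the sh#2 peaks at or above the median score also lacked one. Movement of MTF2 away from its shCT sites stays open, since 6.03% (5.45 to 6.65%) of the shCT peaks at or above the median score had no sh#2 peak, and so does a gain of MTF2 binding on depletion of PHF19, not tested with 1 library per condition. A copy number difference of some chromosomes would leave the others without an increase, but the ratio was above 1 on 23 of 23. Median log2 fold changes of the chromosomes, with both hairpins pooled, ran from -0.0758 to 0.0529. These values argue against copy number as the whole cause, and for a part of the increase it stays open. The ratio and the median log2 fold change of a chromosome had a Pearson r of 0.126 (permutation p = 0.571, and r of 0.0608 without the 2 chromosomes farthest from the median) and a Spearman rho of 0.118 (permutation p = 0.591). Neither was 0 or below, the bound set for excluding copy number, nor past the threshold. The slope between the shift of a chromosome and the shift its ratio calls for was 0.0199 (bootstrap 95% interval -0.102 to 0.123), where a copy gain with peaks in proportion to copies gives 1, but that proportion was not measured.

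The paper does not discuss the next 3 lists either. All 77 cytosolic ribosomal protein genes tested were lower in the ranking (adjusted p = 0.000167 by cameraPR), none with an unadjusted p under 0.05, and the call was lost and its direction reversed against random lists matched on mean expression (percentile 81.9, adjusted p = 0.520). Genes of the integrated stress response were lower, with 18 of 24 lower and 6 higher (adjusted p = 0.00197 by cameraPR). None of them was called over all genes or adjusted over the list alone, with 0 higher and 2 lower at an unadjusted p under 0.05. Lymphoid genes were higher, with 4 of 6 higher (adjusted p = 0.00461 by cameraPR), and CD3E and CD3G, T cell receptor subunits, were higher when adjusted over the list alone. The lymphoid call was lost against random lists matched on mean expression (adjusted p = 0.156). The authors' deposited table calls 37 genes that the paper does not name.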

How the results depend on the processing

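The strongest PHF19 peaks, canonical transcripts, the Wnt and 300-gene comparisons, the MTF2 peaks found in sh#2 alone at ranked targets, and the other filters, correlations and rankings for targets were chosen after the data were seen. No paired analysis was possible because the table holds no values per library. For the same reason the leave-one-out fits, each shRNA alone, and other count tests and normalizations were not run, and peaks over a minimum of tags were not run because the lists hold no tags. Of the alternatives to the main results set in advance, 199 kept their direction and side of the threshold and 19 moved. A further 9 lost and 5 gained a call, and 8 changed direction. The cause was not tested. The 199 include centring on the median of all genes, which could not differ because it shifts all genes alike. Of the alternatives chosen later, 32 kept their direction and side of the threshold, 3 moved, 6 lost a call and 1 changed direction. For single genes, 104 alternatives kept the result and 1 lost a call (TCOF1, adjusted p = 0.0519 over every gene), and for list members among the 300 genes, 40 kept it and 4 moved. Calls in the authors' deposited table (33 higher, 6 lower) were 13 and 1 (14 in all) at an adjusted p under 0.01, 62 and 12 (74 in all) at 0.1, and 3 lower with an absolute log2 fold change of at least 1. The G2/M list lost its call by log2 fold change (adjusted p = 0.0972), at a mean of at least 100 (0.175), with a correlation of 0.05 (0.255) and against matched lists (0.903). The megakaryocyte list lost it with no filter (0.0589), with a correlation of 0.05 (0.144) and against matched lists (0.0598), and the lymphoid list against matched lists (0.156). Heme biosynthesis gained one by fgsea (0.0175), at a mean of at least 100 (0.0128), with a correlation of 0 (0.0333) and against matched lists (0.00092), as did granulocyte and monocyte genes at a mean of at least 100 (0.0029, lower). Directions changed for HOX genes with no filter (0.846) and at a mean of at least 100 (0.697), PRC1 genes by log2 fold change (0.840) and with no filter (0.846), PRC2 genes by fgsea (0.703) and at a mean of at least 100 (0.966), and, against matched lists, cholesterol synthesis (0.903) and ribosomal proteins (0.520). Median and mean Wald statistic differ in sign for HOX genes (0.206 and -0.00994), developmental factors (0.0158 and -0.135), apoptosis (-0.0552 and 0.212) and PRC1 (-0.0262 and 0.0490), and cameraPR takes the sign of the mean. The share of PHF19 peaks with an MTF2 peak was, in shCT and sh#2 cells, 42.5% and 55.5% with 50% of the PHF19 peak covered, 43.7% and 55.6% by midpoint, 51.2% and 59.6% in the upper part of each list by score, and 66.7% and 73.5% with the 2328 strongest peaks; it was 52.0% in sh#2 with the same number of MTF2 peaks. MTF2 peaks in sh#2 alone were 4479 in the upper part of each list by score (908 in shCT alone) and 4893 with the same number of peaks (3019 in shCT alone). PHF19 peaks numbered 2811 in the upper part by score, with 1401 targets, and the 2328 strongest had 1223. The shift of the targets was lost at a mean of at least 100 for PHF19 (p = 0.0519), MTF2 in shCT (0.149) and in sh#2 (0.184), with a correlation of 0.05 (0.199, 0.129 and 0.149), and for MTF2 in sh#2 against matched lists (0.0992). For the lowest 100 PHF19 targets the Wnt share lay below that of all targets (Fisher's exact test, p = 1). Depth per library is not known.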

Differences from the paper's values

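The strongest peaks, canonical transcripts, the peak presence and length measures and the Fisher's tests below were chosen after the data were seen. The paper gives 2328 PHF19 peaks and the list holds 5621. Of the alternatives set before the data were examined, the upper part of the list by score (2811) lies within 1.5 times the paper's number. That part is cut at the median score, so its size follows from the size of the list. Its closeness does not show that a cut by score stands in for the paper's minimum on tags. The paper gives 1297 PHF19 target genes and 2348 were found. Promoters alone (1708) and the upper part of the list by score (1401) lie within 1.5 times the paper's number, and 5 kb upstream (2485) does not. Of the alternatives chosen after seeing the values, the 2328 strongest peaks gave 1223 targets, which lies within it, and canonical transcripts gave 2201, which does not. The paper's own minimum on tags could not be applied, and its annotation is RefSeq.

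The paper states that MTF2 levels showed no significant change at the most derepressed PHF19 targets and rose significantly at the rest. By the presence of a peak found in sh#2 alone, which is not the paper's measure, the top 200 had 37.5% and the rest 29.4% (percentile 98.6 of random sets), while with no filter on low counts 82 of 200 and 39.1% had one (percentile 67.1). The mean change in length under MTF2 peaks was 3396 bp at the top 200 and 3171 bp at the rest (percentile 64.8), and it was smaller at the top for the top 100 (2758 and 3242 bp, percentile 35.0) and for promoters alone (2181 and 2621 bp, percentile 23.5). At MTF2 targets it was 4587 and 4950 bp (percentile 36.0), and 3808 and 5257 bp for promoters alone (percentile 5.75). At MTF2 targets with no filter on low counts it was 6986 and 6245 bp (percentile 79.5). The paper places CDKN1A and FOXC1 without an increase of MTF2. The length under MTF2 peaks, which is not the paper's signal, was shorter in sh#2 cells at CDKN1A (5533 and 4098 bp) and longer at FOXC1 (2441 and 3222 bp). MTF2 peaks were wider in sh#2 cells in general (median 1780 bp in shCT and 2598 bp in sh#2 cells). The longer FOXC1 peaks therefore do not show a gain particular to that gene, nor a conflict with the paper. The paper finds Wnt categories among the lowest 200 PHF19 targets. The Wnt list used here, which is not the paper's categories, had 3 genes among them (Fisher's exact test, p = 0.456 against all PHF19 targets, 0.0362 against all tested genes). The paper calls FOXC1 upregulated and PLCG2 downregulated. Both had that sign in the authors' deposited table, with an adjusted p of 0.906 each. The paper names CDKN1A, KEL, IRF7, MYB, SPI1 and MYC as changed. All had the paper's direction in the authors' deposited table, and none passed an adjusted p of 0.05, while CDKN1A (0.0800) and KEL (0.0893) pass at 0.1, an alternative set before the data were examined. The paper does not rest on RNA-seq alone for these 2 genes. It reports more CDKN1A RNA by qPCR and more p21 protein, and measured KEL by qPCR in independent experiments. Those measurements were not examined here. ACP5 and RSAD2, which the paper also names, passed at 0.05 in the authors' deposited table. The paper gives heme metabolism as the top category in depleted cells. The heme biosynthesis list used here, another set of genes, missed the threshold by cameraPR (adjusted p = 0.0527) and passed under alternatives set before the data were examined, namely fgsea (0.0175), a mean of at least 100 (0.0128), a correlation of 0 (0.0333) and matched lists (0.00092), but not by log2 fold change (0.353), with no filter (0.0676) or with a correlation of 0.05 (0.166). The paper finds MYC and CD34-positive categories among the 300 lowest genes. The MYC list used here had 4 genes among them (Fisher's exact test, adjusted p = 0.276) and was lower over the whole ranking (adjusted p = 1.79e-10 by cameraPR), and the stem and progenitor list was not called (adjusted p = 0.192 by cameraPR).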

Other observations

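The Wnt tests and the comparison of genes by expression level were chosen after the data were seen.

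Among the genes called higher in the authors' deposited table, and not named by the paper, were FBLN2, COL15A1 and TINAGL1. Others were SPARC, a collagen-binding protein, and P4HA2, a collagen prolyl hydroxylase. These genes were chosen here after their values were seen. No list of matrix genes was tested, so whether such genes were higher as a group is not known. BMF, a pro-apoptotic BH3-only protein, rose with a log2 fold change of 1.25 (standard error 0.26, adjusted p = 0.00506 from DESeq2) in the authors' deposited table, and was the only gene called among 26 of the apoptosis list (13 higher and 13 lower, adjusted p = 0.568 by cameraPR). TFAP2B, a developmental factor, was the only one of 36 developmental transcription factors higher when adjusted over the list alone (19 higher and 17 lower, adjusted p = 0.568 by cameraPR). HOX genes (9 of 16 higher, adjusted p = 0.927), PRC1 genes and H3K27 demethylases (11 of 22 higher, adjusted p = 0.927), cholesterol synthesis (9 of 25 higher, adjusted p = 0.418) and granulocyte and monocyte genes (8 of 16 higher, adjusted p = 0.473) did not pass by cameraPR.

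Genes of the Wnt list were frequent among MTF2 targets. They made up 34 of the 3139 targets in shCT cells, or 1.08%, against 0.371% of all placed genes (Fisher's exact test, two-sided, p = 2.29e-09), and 13 of the 1295 targets found in sh#2 alone, or 1.00%, against 0.265% of genes without an MTF2 peak in shCT cells (p = 2.58e-05). Among the latter were WNT5A, FZD7, ROR2 and RSPO3. Of the 200 MTF2 targets with the largest gain of covered length, 4 were Wnt genes (Fisher's exact test, p = 0.273), and their regions were longer (median 164162 bp against 37941 bp for the rest).

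Across the tested genes, the Wald statistic went down with expression: 69.4% of the tenth with the lowest mean counts were higher and 26.6% of the tenth with the highest. The ratio of MTF2 peaks in sh#2 to shCT cells ranged from 1.01 on chromosome 21 to 2.36 on the X chromosome, where 69 and 163 peaks were called.

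An effect of the hairpins through seed sites in 3' UTRs was tested as a hypothesis for the lower genes. Genes with the 7-base site of sh#1, CATGTGT, differed in median Wald statistic by -0.0122 from genes of like 3' UTR length without it (permutation p = 0.71), at percentile 38.5 of 200 shuffled seeds, and genes with that of sh#2, GAGCATC, differed by -0.0654 and lay at percentile 46 (permutation p = 0.111). Neither difference stood apart from shuffled seeds. The comparison pools both hairpins, which dilutes the effect of either seed, and a difference inside that spread excludes no effect of its size, so such an effect stays open.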
